A study of Macaca mulatta with 12 samples.

How the data were processed

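Hippocampal tissue from 12 male rhesus macaques (Macaca mulatta) was profiled by RNA sequencing, with 1 library per animal. The sample titles place 7 animals in the alcohol group, which had used alcohol chronically, and 5 in the control group. Per the labels' protocols, total RNA was extracted with a column kit and Trizol, and libraries were built with a stranded total RNA kit.

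The deposited table holds whole-number read counts per Ensembl gene identifier, with a column for each animal whose name equals the library name in that animal's label. The values are unnormalized: they are whole numbers, and the column sums differ from animal to animal. The labels and the header do not state the aligner, the counting program, whether counting used strand, the genome build, the annotation release or any filter. How reads shared by overlapping or near-identical genes were assigned is therefore unknown. All 12 columns were matched to a sample.

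The table pairs identifiers with no gene names or positions. The list of RefSeq genes used here for names gave an Ensembl identifier for 0 of its 44631 genes, so it could not name any of the 28633 identifiers. Genes are therefore given by identifier only and no coordinates are given. Lists of cell-type, receptor, stress and metabolic genes, a check of the sex label by X- and Y-linked genes, the share of mitochondrially encoded counts and corrections for GC content had been planned and were not run, because each needs gene names or sequences.

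Differential expression was tested with edgeR 4.0.16 (R 4.3.3). Genes were kept by filterByExpr with its default settings (a minimum count of 10 in enough libraries and a total of at least 15), which left 14533 genes holding 99.96% of all counts. Libraries were scaled by trimmed mean of M values (TMM) factors. Dispersions were estimated with estimateDisp, and alcohol was compared with control by glmQLFit and glmQLFTest with no covariates. Benjamini-Hochberg adjusted p-values under 0.05 were called. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene levels are counts-per-million (CPM) values scaled by the TMM factors. For distances and principal components, log2 CPM with a prior count of 2 was used.

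The rule for the genes named in the text was fixed before the data were examined: the 5 largest rises and the 5 largest falls, by log2 fold change, among called genes with a symbol and a mean of at least 1 CPM. As no identifier was paired with a symbol, the first 2 in each direction of that ranking are given by identifier. Any other identifier is stated to have been chosen after its values were seen.

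Total counts, genes detected (at least 1 count), the percentage of counts taken by the 10 genes with the highest summed counts, and the TMM factor were compared between groups by two-sided exact permutation tests over every split of the 12 animals into 7 and 5, with Benjamini-Hochberg adjustment over the 4 measures. Separation over all tested genes was measured by the PERMANOVA pseudo-F on Euclidean distances, with an exact permutation test over the same splits. The smallest p these splits allow is 0.00126. The labels give no sequencing batch or date. The library names carry running numbers that form 1 range in each group, so any batch that follows those numbers could not be told apart from the group.

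The sample titles give replicate numbers, of which 1 to 5 occur in both groups and belong to different animals, so they were not a block in the reported fit. No pair of animals appeared to be the same library: chi-square per degree of freedom was at least 6.94 in the 31 pairs within a group and at least 17.9 in the 35 pairs across groups.

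The model was tested on simulated data: negative binomial counts were drawn for the tested genes from their means, dispersions and library sizes, with 200 genes changed, and filtered again. Each gene was drawn independently of the others. The rates below therefore do not cover genes that vary together between animals, as those called in the real data did. Of the genes changed 2-fold, 88.5% were called among 14436 tested. Of those changed 1.5-fold, 51% were called among 14445 tested, and 8 of the 110 calls were false. Of those changed 1.2-fold, 0 were called among 14450 tested. When no gene was changed, 0 of 14456 were called.

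Alternatives fixed before the data were examined covered the scaling (DESeq2 1.42.0 size factors, upper quartile factors, library size only), the filter, the tool (the DESeq2 Wald test on the same filtered genes, limma-voom 3.58.1 with and without sample quality weights, robust quasi-likelihood), 1 surrogate variable from sva 3.50.0, the replicate number as a block, the threshold, and leaving out each animal in turn. Alternatives chosen after seeing the data were covariates for the share of the 10 highest genes and for log2 total counts, thinning of every library to the lowest total, and removal of the 10 highest genes. Total counts ranged from 21104369 to 33020717, so 3 counts corresponded to 0.0909 to 0.142 CPM. Confidence intervals for shares are 95% Wilson intervals, which cover counting error only, since the reads carry no stated molecular identifiers.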

Results

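To ask how gene expression in the hippocampus differed after chronic alcohol use, RNA-seq counts were compared between 7 male rhesus macaques of the alcohol group and 5 male controls. The table covered 28633 Ensembl genes, of which 8960 had no count in any animal and 14533 passed the filter on low counts. Total counts averaged 27258890 ± 4574413 in the alcohol group (SD, n = 7) and 25929134 ± 3671490 in the controls (SD, n = 5). The lowest total was 21104369 in control 3 and the highest 33020717 in alcohol 3. The groups did not differ in depth (difference 1329756 counts, two-sided exact permutation p = 0.601, adjusted p = 0.801 over 4 library measures). The number of genes with at least 1 count was 17128 ± 213 with alcohol (SD, n = 7) and 17095 ± 261 in controls (SD, n = 5), a difference of 33.1 genes (exact permutation p = 0.819, adjusted p = 0.819). The direction of this difference reversed when at least 10 counts were required (difference -3.17 genes).

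A small number of genes held a large part of each library. The 10 genes with the highest summed counts took 36.2 ± 1.74% of the counts in the alcohol group (SD, n = 7) and 33.9 ± 2.59% in the controls (SD, n = 5). The difference of 2.35 percentage points was within the range covered by individual animals, which ran from 33.8 to 37.9% with alcohol and from 31.1 to 36.7% in controls (exact permutation p = 0.0922, adjusted p = 0.184). Counting error was negligible at this depth: the 95% Wilson interval of the lowest share, in control 5, was 31.06 to 31.10%. TMM factors averaged 0.977 ± 0.0379 (SD, n = 7) with alcohol and 1.04 ± 0.0577 (SD, n = 5) in controls, which was also not a significant difference (exact permutation p = 0.0619, adjusted p = 0.184). None of the 10 highest genes differed between groups in edgeR's quasi-likelihood test, the lowest adjusted p among them being 0.0722.

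Rank correlations between animals were high both within and between groups. Spearman correlations of log2 CPM across tested genes, which are not independent replicates, had a median of 0.988 within groups and 0.986 between groups. Within groups they ranged only from 0.975 to 0.993, so they separate animals little and do not show how similar the profiles were. Chi-square per degree of freedom in the same within-group pairs ranged from 6.94 to 54.2. The first principal component held 22.4% of the variance and the second 13.8%. PC1 scores averaged -7.00 ± 21.4 with alcohol (SD, n = 7) and 9.80 ± 12.5 in controls (SD, n = 5), and the groups overlapped (exact permutation p = 0.148, adjusted p = 0.148 over 2 components). PC2 scores averaged -6.38 ± 16.3 (SD, n = 7) and 8.93 ± 8.75 (SD, n = 5), again with overlap (exact permutation p = 0.0758, adjusted p = 0.148). Over all tested genes, group membership accounted for 13.1% of the squared distance between animals (pseudo-F = 1.51, exact permutation p = 0.0417). When only the 500 most variable genes were used, the pseudo-F was 0.879 and the groups did not separate (exact permutation p = 0.693).

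**Figure D1:**
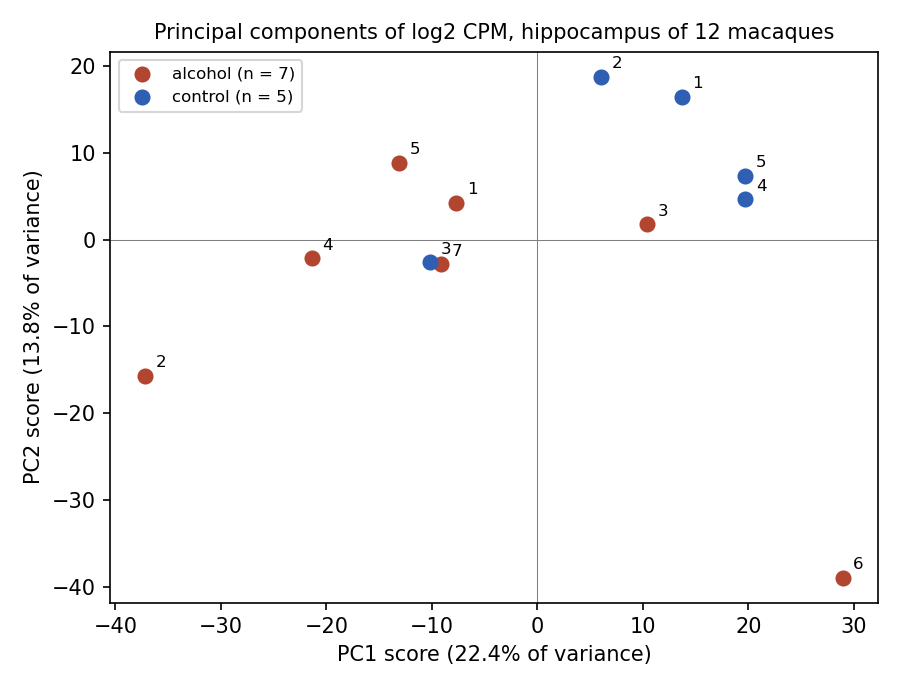
Scores of the 12 animals on the first (x axis, 22.4% of variance) and second (y axis, 13.8% of variance) principal components of log2 CPM over 14533 genes, with each point an animal labelled by its replicate number and coloured by group. Control 3 lies beside alcohol 7, alcohol 3 and 6 lie on the side of PC1 that holds the other 4 controls, and alcohol 6 has the lowest PC2 score (-38.9).

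Differential expression between groups was then tested gene by gene with edgeR. At an adjusted p-value under 0.05, 200 genes were called, 1.38% of those tested. Of these, 62 were higher and 138 were lower in the alcohol group. The calls lay close to the threshold: the lowest adjusted p was 0.0336 and the highest among the calls was 0.0478. Before adjustment, 2654 genes had p under 0.05 in this test, 1096 higher and 1558 lower, and 728 genes had an adjusted p under 0.1. With libraries scaled by their totals alone, 234 genes were called, of which 40 were higher and 194 lower, so that 17.1% of calls were higher against 31% with TMM factors. The number called moved most when sample quality weights were used in limma-voom, which gave 1440 genes. It was 0 in 7 of the 12 fits that each left out 1 animal, although each of those 7 fits had at least 1941 genes with an unadjusted p under 0.05. It was also 0 with the share of the 10 highest genes as a covariate, a setting chosen after seeing the data, where 1406 genes had an unadjusted p under 0.05.

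**Figure D2:**
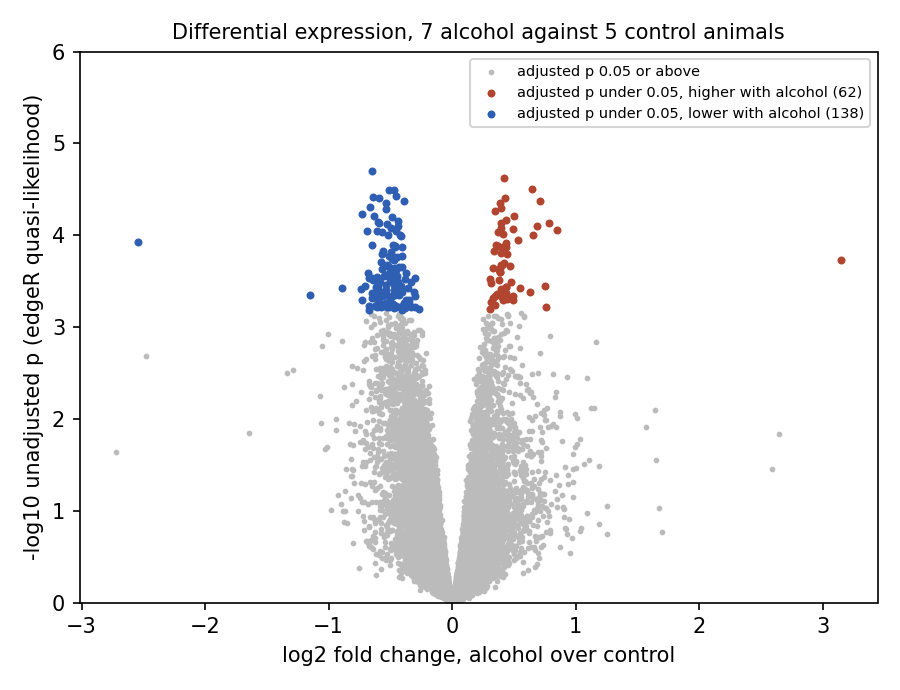
Log2 fold change of alcohol over control (x axis) against the -log10 unadjusted p of edgeR's quasi-likelihood test (y axis), 1 point per gene. The 62 genes called higher with alcohol and the 138 called lower are coloured, and most of them have modest fold changes.

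Changes were small in size. The median size of the log2 fold change among called genes was 0.48, a 1.40-fold change, and 50 of the 200 genes changed at least 1.5-fold. Called genes with a mean of at least 1 CPM had log2 fold changes from -0.89 to 0.85. Larger estimates, from -2.54 to 3.15, came from called genes under 1 CPM. When genes were tested against a 1.2-fold change instead of no change, 0 genes were called at an adjusted p under 0.05 and 728 had an unadjusted p under 0.05. In 133 of the 200 called genes, every alcohol animal lay on one side of every control. Among all tested genes this held for 291, 118 higher and 173 lower. Chance assignment of the animals gives 0.253% of genes, or 36.7, on average over splits. How far that number varies from split to split was not counted, so the excess over it was not tested.

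The gene ENSMMUG00000010459 showed the largest rise among called genes with a mean of at least 1 CPM. Its level was 7.10 ± 1.41 CPM with alcohol (SD, n = 7) and 3.95 ± 0.791 CPM in controls (SD, n = 5), a log2 fold change of 0.85 (SE 0.16, edgeR adjusted p = 0.0336). The lowest alcohol animal, at 5.57 CPM, was above the highest control, at 4.80 CPM. ENSMMUG00000029087 rose from 2.96 ± 0.329 CPM in controls (SD, n = 5) to 5.11 ± 0.869 CPM with alcohol (SD, n = 7), a log2 fold change of 0.78 (SE 0.15, edgeR adjusted p = 0.0336), again without overlap between the groups.

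The largest fall was that of ENSMMUG00000022836, with 6.39 ± 1.42 CPM in the alcohol group (SD, n = 7) against 11.8 ± 3.58 CPM in controls (SD, n = 5). Its log2 fold change was -0.89 (SE 0.20, edgeR adjusted p = 0.0430), and the groups overlapped, since the lowest control had 6.74 CPM and the highest alcohol animal 8.21 CPM. ENSMMUG00000017218 fell from 9.68 ± 1.76 CPM (SD, n = 5) to 5.82 ± 1.34 CPM (SD, n = 7), a log2 fold change of -0.74 (SE 0.16, edgeR adjusted p = 0.0430). Its highest alcohol animal, at 7.40 CPM, was just under its lowest control, at 7.48 CPM. The raw counts behind the 4 genes ranged from 52 to 553 per animal. Each of them kept its direction in all 29 alternative fits in which it was tested. This shows no stability, since the genes were selected for their large changes in the same animals. The adjusted p of each was highest, at 0.672, in the edgeR test against a 1.2-fold change, which asks a different question. Among the fits that tested for any change, it was highest with the share of the 10 highest genes as a covariate. There it ran from 0.275 to 0.351 over the 4 genes (edgeR). With that covariate the falls were smaller, at a log2 fold change of -0.53 for ENSMMUG00000022836 and -0.48 for ENSMMUG00000017218. The rises changed less, to 0.92 for ENSMMUG00000010459 and 0.75 for ENSMMUG00000029087.

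**Figure D3:**
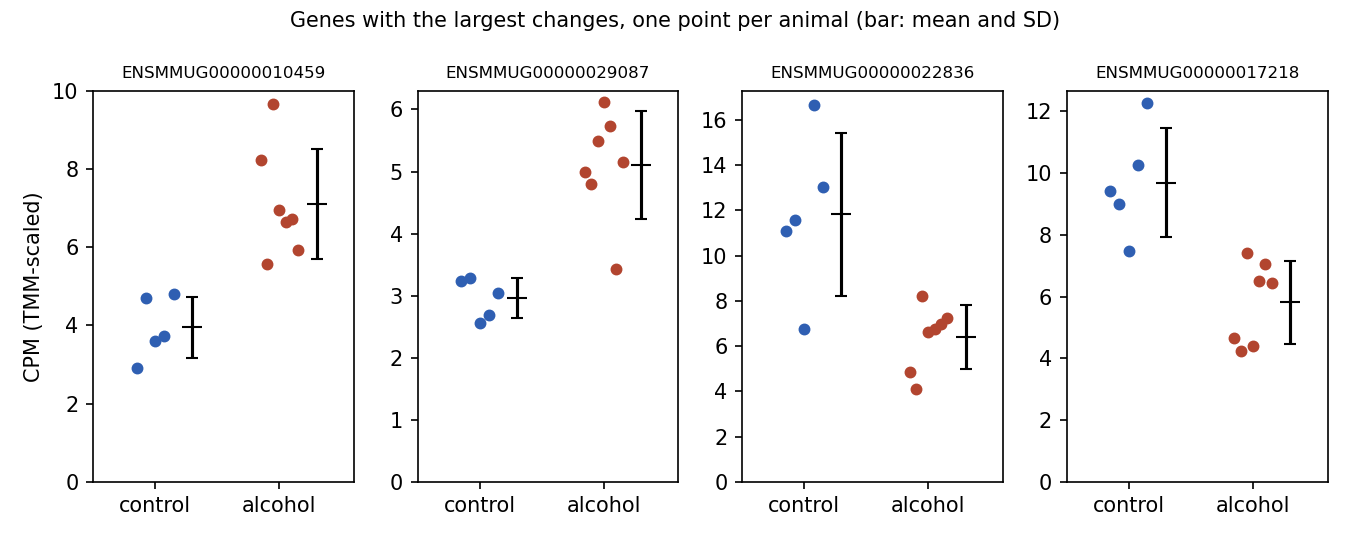
TMM-scaled CPM (y axis, starting at 0) of the 4 genes with the largest rises and falls, 1 point per animal, with the mean and SD of each group beside its points. The 2 genes on the left are higher in the alcohol group, and the 2 on the right are lower, with overlap between groups only in ENSMMUG00000022836.

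The libraries were also compared for genes in which a single animal lay apart from the other 11 by more than 2 log2 units. Alcohol 6 had 24 genes below every other animal by that margin, whereas each of the other 11 animals had between 0 and 3 such genes. In the opposite direction, no animal had more than 2 genes above all others.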

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

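The library measures and levels of the named genes were searched for single animals far from the rest of their group, in 24 sets of values. By the 95% level of the gap test used (Dixon's), about 1 such result among 24 sets is given by chance, and 1 was found. That rate was not measured on these data, and it bears on how many results are picked out, not on their size. The result is the number of genes lying more than 2 log2 units below every other animal, which was 24 in alcohol 6 and between 0 and 3 in each of the other 11 animals. The tests in this part were chosen after that number was seen.

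The median count of the 24 genes over the other 11 animals was 200, against 18 in alcohol 6, so low counts do not account for the set as a whole. Some of its genes had low counts: the lowest single count in the other animals was 6, and for such genes low counts are not ruled out. Of total counts and the share of the 10 highest genes, 0 lay outside the range of the other alcohol animals. Over all tested genes the library did lie apart: alcohol 6 had the highest PC1 score (28.9) and the lowest PC2 score (-38.9) of the 12 animals. Its chi-square per degree of freedom against the other alcohol animals was 28.3 with alcohol 3 and from 43.6 to 54.2 with the rest, whereas pairs within a group that did not include it reached at most 38.8. The most abundant of the 24, ENSMMUG00000016673, chosen after its values were seen, had 98 counts in alcohol 6 and between 29048 and 129318 counts in each of the other 11 animals. That is 3.43 CPM in alcohol 6 and at least 1149 CPM in each of the others. The gene was not called between groups (log2 fold change 0.62, edgeR adjusted p = 0.725).

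Over the other 11 animals, with group means removed, the 24 genes varied together. Their mean pairwise correlation was 0.384, above all of 10000 random sets of 24 genes matched on mean expression (percentile 100, median correlation 5.26e-05). A candidate explanation is a co-varying set of genes, as a cell population or dissected subregion would give, present in varying amounts in the other 11 samples and nearly missing from alcohol 6. A difference in dissection, tissue carried over into the other samples and a difference in the animal itself would each give this, and the pattern cannot be told apart from any of them. Of the 24 genes, 0 were called between groups. No biological explanation was tested, since the pattern belongs to 1 animal. Which cells the genes belong to was not tested, because the identifiers could not be paired with names.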

How the results depend on the processing

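The number of called genes depended on the setting. None of the 200 changed sign in the alternative fits, including the 12 that each left out 1 animal, but this shows no stability, since the genes were selected for their difference in the same animals. The number called stayed within 1.5 times of 200 under DESeq2 size factors (206), upper quartile factors (203), library size only (234), no filter on low counts (178), a mean of at least 1 CPM (231), limma-voom (207), robust quasi-likelihood (223), thinning to the lowest total (136), removal of the 10 highest genes (216), and the threshold of an unadjusted p under 0.01 with a 1.5-fold change (148). Of those 148, only 50 were among the 200.

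It rose to 896 in the DESeq2 Wald test, 1440 with sample quality weights in limma-voom, 554 with 1 surrogate variable, 448 with log2 total counts as a covariate, and 728 at an adjusted p under 0.1. These sets held at least 197 of the 200. It fell to 50 with an added 1.5-fold minimum. It was 0 when tested against a 1.2-fold change (728 with an unadjusted p under 0.05) and 0 with the share of the 10 highest genes as a covariate (1406 unadjusted). The cause of these changes was not tested, apart from that last share, which is taken up under the other observations.

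Across the 12 fits that each left out 1 animal, the number called ranged from 0 to 514. Of the 200, 199 were called again without control 3, 195 without alcohol 6, 194 without alcohol 3 and 86 without control 1, and 0 in each of the other fits. The counts of genes with an unadjusted p under 0.05 moved far less, from 1941 to 3104. The adjusted p-values of the 200 lay between 0.0336 and 0.0478. In simulated data of the same size, with genes drawn independently of each other, 51% of genes changed 1.5-fold were called.

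Animals with the same replicate number are different animals, and they did not deviate together (mean correlation -0.06). Among the 10 animals that share a number, 449 genes were called without the block and 0 with the replicate block, where 2646 genes had an unadjusted p under 0.05. The block uses up 4 degrees of freedom.

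The pseudo-F of 1.51 fell to 0.879 over the 500 most variable genes and to 1.05 over the 2000 most variable genes, both without separation. It ranged from 1.26 to 1.81 across the fits that each left out 1 animal, with an exact permutation p from 0.0152 to 0.118. The cause was not tested. The difference in genes detected, never past the threshold, reversed to -3.17 genes at a minimum of 10 counts and to -119 genes at a minimum of 1 CPM, and ranged from -68.4 to 84.9 genes when 1 animal was left out. Of 116 values of the 4 named genes under other settings, 69 were past the threshold, 47 were not, and 0 changed direction. The differences in total counts, in the share of the highest genes and in TMM factor kept their direction and stayed short of the threshold under each alternative run. Not run, for want of gene names or sequences, were the other settings for gene set scores and fixed gene lists, the mitochondrial share as a covariate, and the replicate block with a GC covariate.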

Other observations

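The counts of splits and of spread between animals were planned before the data were examined. The tests of the 10 highest genes, of depth, of the shared axis and of exchanges of animals were chosen after the number of called genes was seen.

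Other splits of the animals gave as many genes. Of the 32 splits that, like the real one, part each same-numbered pair, 3 gave at least 200 genes, the real one included. The same 3 were the only ones among 100 splits of all kinds, the other 68 of which put some same-numbered animals together. In 94 of the 99 other splits 0 genes were called, and the median number with an unadjusted p under 0.05 was 506, against 2654 for the real split. The real split was not the highest on this measure. Of the 100 splits, 4 had at least 2654 such genes, the real one included, and the others had 3240, 3045 and 2864. The split with 2864 had 34 called genes. The other two splits with at least 200 genes differed from the real one as follows. One exchanged alcohol 3 with control 3 and gave 364 genes. The other set alcohol 1, 2, 4 and 5 with control 3 against the rest and gave 246.

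All 35 exchanges of 1 alcohol animal with 1 control were then fitted. Of these, 31 gave 0 genes, and 2 raised both the number called and the pseudo-F above the real values. The exchange of alcohol 6 with control 3 gave 720 genes and a pseudo-F of 2.08, and that of alcohol 3 with control 3 gave 364. A mislabelled pair of animals may give such a result, and so may ordinary variation along an axis that the groups share. With 2 such exchanges sharing an animal, and no measure of identity beyond the labels, these cannot be told apart. All animals were labelled male, so sex-linked genes could not have settled it.

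The called genes moved together within groups as well as between them. After each group's mean was removed, the first principal component of the 200 genes held 50.6% of their standardized variance, against a median of 25.1% in 10000 random sets matched on mean expression (percentile 100). For 95.5% of the called genes, the direction along this within-group axis was that of the group difference. Control 3 had the highest score of the controls (0.442), and alcohol 3 and 6 the lowest of the alcohol animals (-0.367 and -0.302). The axis followed the share of counts taken by the 10 highest genes (Pearson r = 0.721, permutation p = 0.00902; Spearman rho = 0.657, permutation p = 0.0240, adjusted p = 0.0360 over 3 measures). The axis ran against the TMM factor (r = -0.755, permutation p = 0.00517; rho = -0.734, permutation p = 0.00871, adjusted p = 0.0261). For total counts rho was -0.497 (r = -0.471, permutation p = 0.122; adjusted p of rho = 0.104). Without the 2 animals farthest from the median, r was 0.681, -0.726 and -0.491 for the 3 measures. Within the 7 alcohol animals r was 0.698 with the share, -0.665 with the factor and -0.318 with total counts, and within the 5 controls 0.804, -0.922 and -0.803. A relation with total counts is therefore not excluded. The permutations treat the 12 deviations as exchangeable, and the levels themselves were scaled by the TMM factor, so the relation with that factor is in part built in. The share ran against the factor across libraries. Control 5 had the lowest share and the highest factor (31.1% and 1.10), and alcohol 1 the highest share and a low factor (37.9% and 0.941). The relation with the share may thus be built in as well and is not separate evidence.

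A hypothesis that would join these results is that animals differ along 1 axis of library composition, as RNA quality or tissue composition could produce, and that part of the difference between groups lies along it. With the share of the 10 highest genes as a covariate, the called genes kept a median of 0.793 of their log2 fold change and kept their sign, but 0 genes passed the threshold (1406 had an unadjusted p under 0.05). An effect of alcohol on the axis itself would look the same. With 1 surrogate variable, which is estimated while the group difference is kept, the outcome went the other way: 554 genes were called, all 200 among them and with the same sign. Whether that variable follows the axis was not tested. A part of the group difference thus cannot be told apart from such an axis in these data. With log2 total counts as a covariate the median ratio of the fold changes was 1.03. As the groups hardly differed in total, this covariate had little room to move the fold changes. After thinning every library to the lowest total, a share of 0.675 of the called genes was called again, and a part played by unequal depth in the number of calls cannot be told apart.

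The balance of higher and lower calls moved with several settings. The percentage of calls that were higher, 31% with TMM factors, moved by up to 13.9 points across the other scalings: it was 17.1% with library size alone, 34.0% with DESeq2 size factors and 32.5% with upper quartile factors. With TMM factors kept, it was 41.9% after thinning, 42.3% without alcohol 6, 41.8% without control 1 and 23.1% without alcohol 3. The balance is therefore not set by scaling alone, and lower calls were the majority in each of these fits. The rank correlation of log2 fold change with mean expression across genes was 0.07, and 55 of the 100 splits gave one as large in size, so this trend was no larger than other splits give. Among the called genes alone, median log2 CPM was 6.08 for those higher with alcohol and 4.42 for those lower. That difference was not tested.

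The 10 genes with the highest counts had identifiers within a run of 34 consecutive numbers. That run held 37.3% of all counts and 13 of the 15 highest genes. Of its 19 tested genes, 18 had a positive log2 fold change and 1 was called: ENSMMUG00000028680, chosen after its values were seen, was higher with alcohol (log2 fold change 0.44, SE 0.09, edgeR adjusted p = 0.0344). The share of the whole run was 38.4 ± 1.84% with alcohol (SD, n = 7) and 35.9 ± 2.60% in controls (SD, n = 5), a difference of 2.47 percentage points (exact permutation p = 0.0871). What these genes encode was not determined here.

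No difference between groups in the spread between animals was detected. The median over genes of the log2 variance ratio, alcohol over control, was 0.28, a 1.21-fold larger variance with alcohol (permutation of within-group residuals over every split, p = 0.292). This p is approximate, because residuals centred within groups are not fully exchangeable. When 1 animal was left out, the log2 ratio ranged from 0.10 (without alcohol 6) to 0.53 (without control 3, p = 0.0879 by the same permutation).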
